A study of Mus musculus with 9 samples.

How the data were processed

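The 9 samples were total RNA of mouse E14 embryonic stem cells probed with dimethyl sulfate (DMS). DMS methylates the base-pairing face of unpaired A and C, and in mutational profiling the modified bases are read as mutations in cDNA. According to the labels' protocols, 100 highly conserved 5′ untranslated regions were chosen, 384 primer pairs for amplicons of 250 nt were designed in 4 pools of 96, and 380 pairs were synthesised. The ATP-depleted cells were held for 10 min in medium with 10 mM 2-deoxyglucose and 10 mM sodium azide. Both in-cell groups were then treated with 1.6% DMS for 6 min at 37 °C in 250 mM bicine. The DMS conditions of the in vitro refolded group are not given in the sources used here, nor are the aligner, the mutation counter and the reference build. No sample without DMS was analysed here, so the background of each nucleotide was not measured.

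The table deposited by the authors holds log2 values, one per nucleotide and sample, with RefSeq transcript names and amplicon bounds in place of genome coordinates. Which unit these log2 values have was worked out from the values. Within an amplicon and sample, each value equalled the log2 of a whole number plus 0.5, divided by a library size and multiplied by a constant, as in CPM, counts per 1000000 counts. Whole numbers were recovered for 100% of the values in 1449 of 1449 amplicon-by-sample libraries, at a tolerance of 0.0001. The library sizes differed from the sums of the counts by factors with a geometric mean of 1 in each amplicon, as trimmed-mean scaling factors have. The whole numbers are taken here to be mutation counts because the assay counts mutations; the coverage of each position is not known, so no mutation rate was computed. The values are therefore in CPM within an amplicon. They give the distribution of signal along an amplicon and carry no information on an overall rise or fall in reactivity.

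The recovered depth ranged from 5743965 to 12616275 counts per sample, and from 96 to 624295 counts per library, with a median of 40815. Amplicons with under 5000 counts numbered 4 to 13 in the in-cell samples, and 29, 35 and 19 in the in vitro samples. These counts come from amplified cDNA, so they are not independent molecules and counting error is a lower limit of the error.

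Reactivity was set to 2 raised to the deposited value. A and C nucleotides with counts in at least 1 sample were tested, 16178 of 16187. The scale was log2(CPM + 3196.78), with a pseudocount of 0.5 times the pooled A and C median of 6393.56. Changes on this scale understate the fold change of weak nucleotides. limma 3.58.1 in R 4.3.3 was fitted to all 9 samples together with a mean per group and no trend or robust option. The same tool tested each amplicon's mean log2 reactivity and its Gini coefficient over tested A and C nucleotides. The Gini coefficient is 0 when all nucleotides react equally and rises as the signal concentrates on fewer. All tests were two-sided, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05. Regions needed 10 tested nucleotides. Sample medians were compared by exact permutation, where 3 samples against 3 cannot give p below 0.10. Sample groups came from the sample titles.

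The groups, tests, naming rule and most alternatives were fixed before the data were examined. That plan assumed linear reactivities, whereas the deposited unit was log2. The planned test was applied after the values were turned back to the linear scale. A trial limma run on the deposited log2 values had been seen before that decision, and an interim choice had been to make it the principal test. The plan was kept as written and the deposited scale became an alternative. Alternatives chosen after seeing the data were the deposited log2 scale without a further pseudocount, the same with precision weights from the counts, counts thinned to equal depth, amplicons with at least 5000 counts in every sample, inclusion of T and G, and differences of sample medians by replicate number. Some tests in the closing section replaced a first form whose result had been seen. Replicate noise was first tested on regions chosen by in vitro replicate correlation, which favours uneven profiles, and then on regions chosen by replicate SD. Strong G sites were first compared with few A and C nucleotides and then with 100. A first simulation of shared controls held the controls fixed, which was an error, and all groups were then redrawn. Alternatives fixed beforehand covered pseudocounts of 0.1 and 1 times the median, a filter on low values, 2 scalings, A or C alone, omission of 25 nucleotides at each amplicon end, trend and robust options, a cap at percentile 95, the 6 compared samples alone, a replicate block, and omission of each replicate.

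Items were named by rule among calls whose replicates did not overlap between groups. In each comparison these were the 2 nucleotides, 3 region means and 2 Gini coefficients with the largest rise, and as many with the largest fall. Gene symbols were taken from a RefSeq gene table of GRCm38.p6, which matched 68 of 69 transcripts. That table was used for names alone. Some single items behind the counts given are not reported here. Where a named nucleotide had 0 counts in every library of a group, the fold is a lower bound from a floor of 3 counts over the group. Positions are those of the deposited table within the transcript. Whether they start at 0 or 1 was not settled, and the position of the coding start was not used here.

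The tests were checked on simulated data drawn from the real means, library sizes and replicate spread, with 16178 nucleotides and 200 of them changed. The spread of each nucleotide was averaged over the 3 groups, so the greater noise of the in vitro replicates was not simulated. It already held counting noise, which the draw of counts added again. The rates given here therefore do not show how the 3 comparisons differ in spread. For ATP depletion against untreated cells, 19% of the nucleotides changed 2-fold and 62% of those changed 4-fold were recovered, with 0 false calls among 81. For in vitro against untreated, 11% and 49% were recovered, with 6 false calls among 66. For in vitro against ATP depletion, 23% and 58% were recovered, with 4 false calls among 85. Every recovered change had the simulated direction. Of 20 amplicons given a more uneven profile, among 161, 19 were recovered for ATP depletion against untreated. The profile was made uneven by raising each nucleotide mean to the power 1.5. The size of the Gini change that this gives was not recorded, so the recovery of smaller changes is not known. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.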

Results

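The structure of conserved 5′ untranslated regions was probed with DMS in mouse E14 embryonic stem cells, in 3 groups of 3 replicates. The groups were cells depleted of ATP, untreated cells, and RNA refolded in vitro. The table covered 161 amplicons of 69 transcripts and 32967 nucleotides, of which 6840 were A, 9347 C, 9692 G and 7088 T (U in RNA). Of 27682 distinct positions, 5285 were read in 2 overlapping amplicons. The recovered counts per sample were 11260434, 12616275 and 11270560 after ATP depletion, 9746013, 11041359 and 12116137 in untreated cells, and 7143584, 5743965 and 10530190 in vitro. All values are relative within an amplicon, in counts per 1000000 counts (CPM), so they describe how the signal was distributed along each amplicon.

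Replicates were compared first. Across the 16178 tested A and C nucleotides, which are not independent replicates, the mean Pearson correlation within a group was 0.858 after ATP depletion (range 0.825 to 0.883), 0.820 in untreated cells (0.793 to 0.864) and 0.762 in vitro (0.718 to 0.788). ATP-depleted and untreated samples correlated with each other at a mean of 0.835 over 9 pairs (0.773 to 0.904), overlapping the range seen among replicates. In vitro samples correlated with untreated samples at 0.697 (0.641 to 0.770) and with ATP-depleted samples at 0.713 (0.668 to 0.786), and part of that range overlapped the in vitro replicates' own. These correlations were not adjusted for depth. In vitro replicate 3, the deepest of its group, correlated at 0.717 to 0.786 with in-cell samples and at 0.788 and 0.780 with in vitro replicates 1 and 2. Those 2 correlated with each other at 0.718, so lower depth may lower part of these values. With Spearman's correlation the group means differed little, at 0.864, 0.820 and 0.768.

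**Figure D1:**
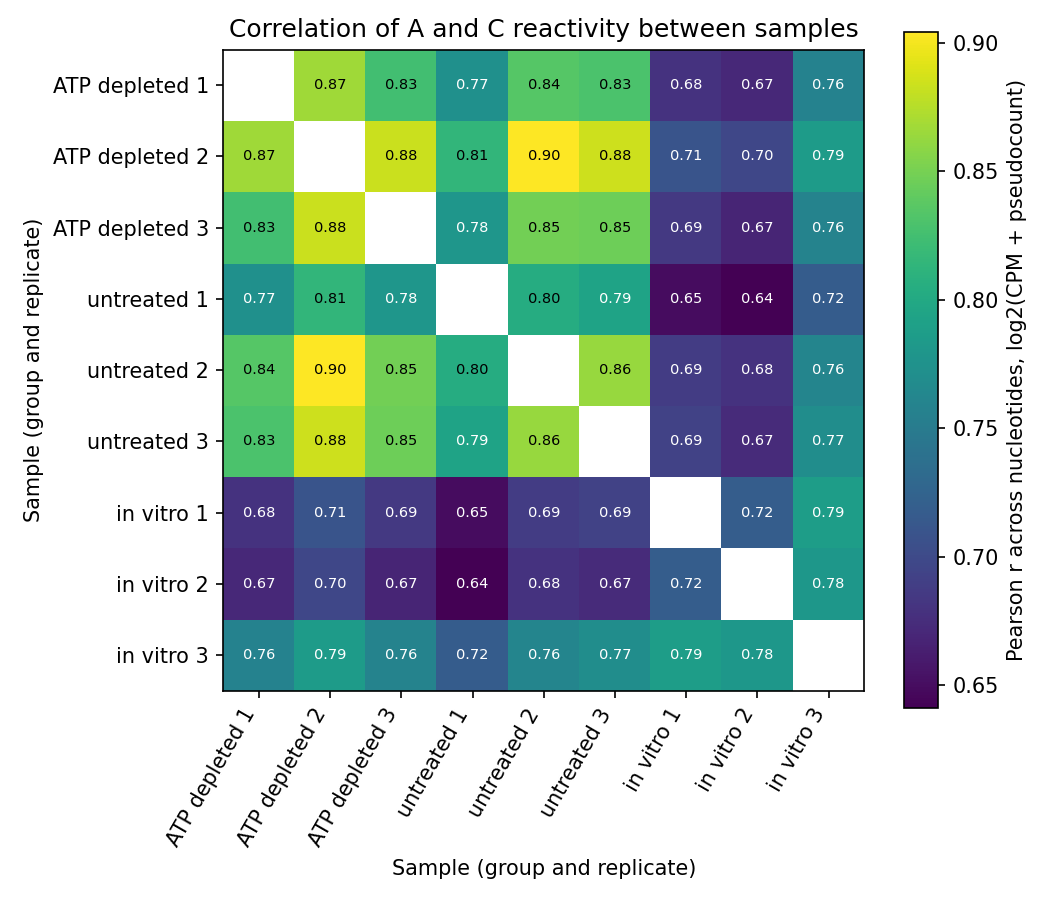
Pearson correlation of log2(CPM + pseudocount) across 16178 A and C nucleotides for each pair of the 9 samples; both axes list the samples and the colour gives r. The 6 in-cell samples correlate at 0.773 to 0.904, and pairs of an in-cell and an in vitro sample at 0.641 to 0.786.

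The A and C signal was set against G and U, which DMS marks less. The ratio of median A and C signal to median G and U signal was 3.91 ± 0.215 (SD, n = 3) after ATP depletion, 4.08 ± 0.190 (SD, n = 3) in untreated cells and 4.50 ± 0.198 (SD, n = 3) in vitro. The excess was over G, with ratios of 7.29 ± 0.195, 7.77 ± 0.0575 and 8.34 ± 0.253 (SD, n = 3 each) in the same order. Over U it was smaller, at 1.5 ± 0.253, 1.69 ± 0.252 and 1.78 ± 0.0517 (SD, n = 3 each). With means in place of medians the average ratio over A and C against G and U fell to 2.79.

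The median A and C reactivity of a sample was 6325 ± 186 CPM (SD, n = 3) after ATP depletion, 6509 ± 166 CPM (SD, n = 3) in untreated cells and 6373 ± 80.8 CPM (SD, n = 3) in vitro. The groups were compared by an exact two-sided permutation test of unpaired samples, whose smallest possible p is 0.10. The p was 0.3 for ATP-depleted against untreated, 0.4 for in vitro against untreated and 0.8 for in vitro against ATP-depleted, or 0.6, 0.6 and 0.8 adjusted over the 3 comparisons. In both in-cell groups replicate 2 had the lowest and replicate 3 the highest median, so part of their spread was shared by number, which the unpaired test does not use. A and C taken apart moved in opposite directions in vitro. The median of A was 9301 ± 185 CPM in vitro against 8593 ± 425 in untreated cells (SD, n = 3 each; exact permutation p = 0.1). The median of C was 4116 ± 53.5 CPM against 4831 ± 50 (SD, n = 3 each; exact permutation p = 0.1). After ATP depletion the median of C was 4602 ± 81.1 CPM, below each untreated sample (SD, n = 3; exact permutation p = 0.1), and that of A 8451 ± 381 CPM (SD, n = 3; exact permutation p = 0.7). With the mean in place of the median, the in vitro samples lay 670 CPM above the untreated ones. CPM depend on the scaling factors of the libraries, so this shift cannot be read as more signal on A and C. Their shares of the signal moved in opposite directions, at 41.4% against 39.0% for A and 32.4% against 34.1% for C.

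The comparison of ATP-depleted with untreated cells asks whether structures in cells depend on ATP. limma called 0 of 16178 nucleotides, the smallest adjusted p being 0.999943, while 636 (3.93%) had an unadjusted p under 0.05. That fit pooled the spread of all 9 samples, and in vitro replicates were noisier than untreated ones (median SD 0.294 against 0.200, log2 scale). With only the 6 samples compared, limma again called 0, and 1024 (6.33%) had an unadjusted p under 0.05. The central 90% of log2 changes lay between -0.39 and 0.33, and the median standard error was 0.17. The most different alternative was limma on the deposited log2 values with precision weights, which called 1 nucleotide. No region changed in mean reactivity by limma, with 10 of 161 at an unadjusted p under 0.05, or 24 with C alone and 2 with A alone, and none in Gini coefficient, with 13 of 161. Among 115 amplicons with at least 5000 counts in every sample, limma called 4 regions with a higher Gini coefficient after ATP depletion.

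The comparison of refolded RNA with RNA in untreated cells asks which reactivities depend on the cellular setting. limma called 2631 of 16178 nucleotides (16.3%), 1307 higher and 1324 lower in vitro. The calls lay in all 161 amplicons. The 5th and 95th percentiles of the log2 changes were -0.75 and 0.70. Among A, 681 were higher and 277 lower, and among C, 626 were higher and 1047 lower. When each region was divided by its mean, 871 were higher and 1695 lower. Among nucleotides at or above the median mean, 945 were higher and 299 lower. The balance of directions thus depended on the scaling and the filter. With all nucleotides tested the count moved most when only the 6 samples compared were fitted, to 1332 (8.23%). It was 1394 without untreated replicate 2 and 1512 without untreated replicate 3.

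The largest rises from untreated to in vitro under the naming rule were in Slc22a17 and Ddx17. C434 of Slc22a17 (transcript NM021551, amplicon 302 to 552; TGGGTGGCGGCCAGC with the C in the centre) read 29012 ± 19350 CPM in vitro and 2938 ± 2289 CPM in untreated cells (SD, n = 3 each). Its log2 change was 2.28 (SE 0.41, limma adjusted p = 0.00920), on 7 to 168 counts per sample. C782 of Ddx17 (NM152806, amplicon 639 to 889; GGGTAATCACAAACC) read 14587 ± 1902 CPM in vitro and 1289 ± 346 CPM in untreated cells (SD, n = 3 each). Its log2 change was 1.98 (SE 0.11, limma adjusted p = 0.000186), on 70 to 1082 counts.

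The largest falls were in Mapk6 and Tle4. C219 of Mapk6 (amplicon 3 to 253; ACCTGATCACTAAGA) read 753 ± 564 CPM in vitro and 27310 ± 5526 CPM in untreated cells (SD, n = 3 each), with a log2 change of -2.94 (SE 0.23, limma adjusted p = 0.000466). Counts were 0 to 444, and the profile of this amplicon in untreated replicate 1 differed from those of the other untreated replicates (r of 0.669 at most). C603 of Tle4 (amplicon 578 to 828; CCCGCCGCCCTCAGT) had 0 counts in all 3 in vitro libraries of the amplicon, which held 1537 counts together, and read 20219 ± 1525 CPM in untreated cells (SD, n = 3). Against a floor of 3 counts over the group it was at least 9-fold lower in vitro. The fitted log2 change of -2.55 (limma adjusted p = 0.000194) rests on the prior count and is no bound. The overlapping amplicon 479 to 729 gave the opposite direction at C603, with 33749 ± 3300 CPM in vitro and 12664 ± 3083 CPM in untreated cells (SD, n = 3 each), a log2 change of 1.24 (limma adjusted p = 0.00331) on 25 to 250 counts. The direction at this nucleotide thus depended on the amplicon. Of the other 3, Ddx17 C782 was also read in amplicon 731 to 981, with a log2 change of 1.69, and Slc22a17 C434 and Mapk6 C219 were read in 1 amplicon only. All 4 calls remained under each of the 22 or 23 alternatives in which they were tested.

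Against ATP-depleted cells, limma called 2406 nucleotides (14.9%) in vitro, 1345 higher and 1061 lower. Division of each region by its mean gave 825 higher and 1493 lower, and restriction to nucleotides at or above the median mean gave 991 higher and 273 lower. The count was 1604 with only the 6 samples compared, and 1371, 1007 and 1245 without ATP-depleted replicate 1, 2 and 3. The largest rises were at C399 of Kdm2a (amplicon 169 to 419), next to the last position read, 400, and again at C782 of Ddx17. Kdm2a C399 read 40923 ± 12454 CPM in vitro against 5729 ± 1755 CPM after ATP depletion (SD, n = 3 each), a log2 change of 2.28 (SE 0.23, limma adjusted p = 0.00104). Ddx17 C782 read 780 ± 70.5 CPM after ATP depletion (SD, n = 3), a log2 change of 2.16 (SE 0.11, limma adjusted p = 0.000136). The largest falls were both in Tle4. C603 in amplicon 578 to 828 read 24080 ± 6377 CPM after ATP depletion (SD, n = 3) and was at least 11.1-fold lower in vitro against the same floor (limma adjusted p = 0.000155). Amplicon 479 to 729 again gave the opposite direction, with a log2 change of 1.00 (adjusted p = 0.00743 by limma). C601, read in the overlapping amplicon 479 to 729, fell to 1913 ± 1030 CPM in vitro from 25527 ± 590 CPM (SD, n = 3 each), a log2 change of -2.51 (SE 0.15, limma adjusted p = 0.000155), on 1 to 4 counts in vitro. Amplicon 578 to 828 gave -1.78 at C601 (adjusted p = 0.000988 by limma).

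**Figure D2:**
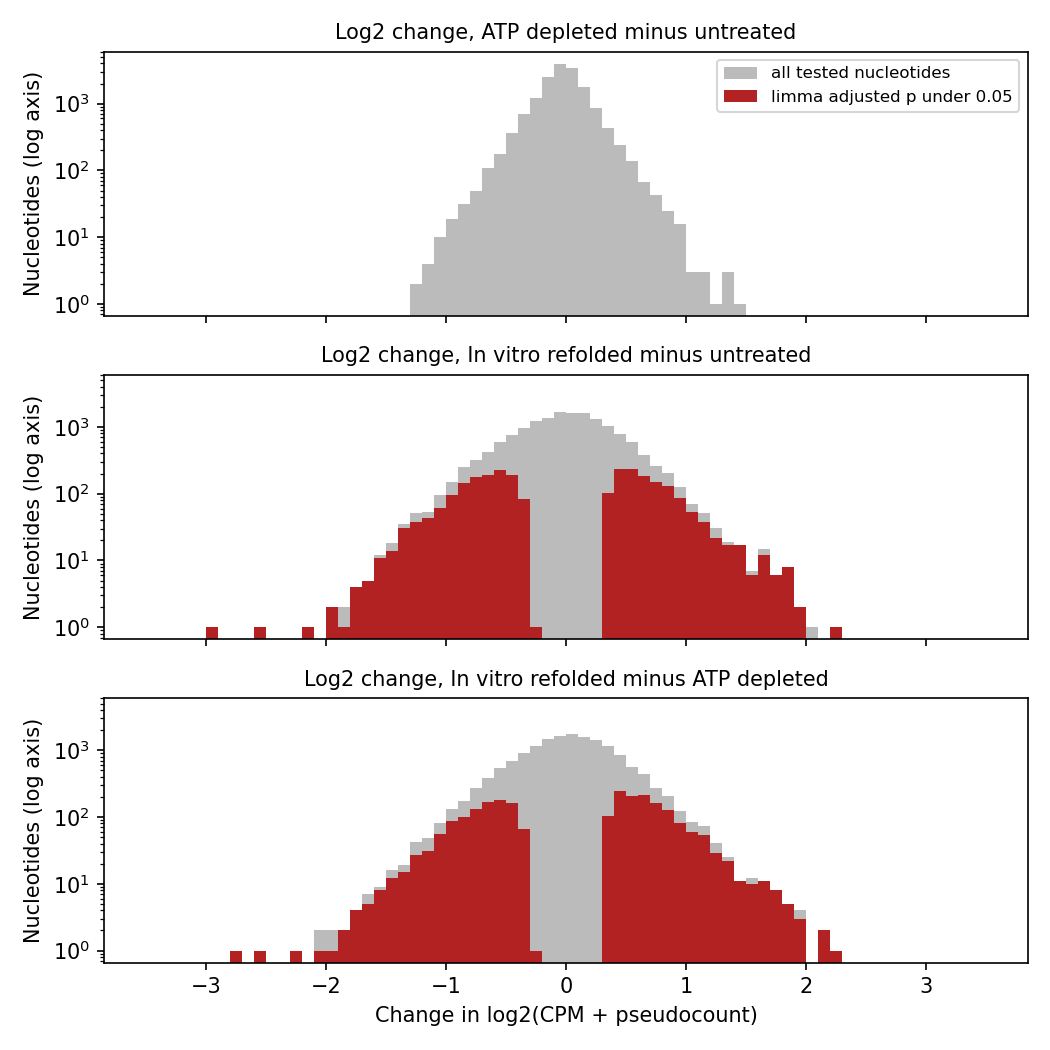
Distribution of log2 changes over 16178 A and C nucleotides for the 3 comparisons; the horizontal axis is the change in log2(CPM + pseudocount), the vertical axis the number of nucleotides on a log scale, and red marks limma adjusted p under 0.05. There are 0, 2631 and 2406 calls from top to bottom.

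Positions read in overlapping amplicons gave a second reading. Of 2636 A and C positions tested in 2 amplicons, 253 were called in both for in vitro against untreated, 251 of them in the same direction, and 469 in 1 amplicon alone, 428 of these with the same direction in the other. Across the 2637 shared A and C positions the in vitro minus untreated changes of the overlapping amplicons correlated at r = 0.665. The ATP-depleted minus untreated changes correlated at r = 0.161.

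The direction and number of changes in mean reactivity per region depended on the settings. limma called 14 of 161 regions for in vitro against untreated, 3 higher and 11 lower, and 21 against ATP-depleted, 12 higher and 9 lower. Restriction to nucleotides at or above the median reversed the balance against untreated, with 83 calls, 80 higher and 3 lower, and gave 103 against ATP-depleted, 99 higher and 4 lower. Of the 6 regions called against untreated both with and without that restriction, 2 kept their direction. A alone gave 40 higher and 2 lower against untreated, and C alone 3 higher and 50 lower. Division of each sample by its median gave 27 higher and 14 lower. The count against untreated was 0, 9 and 2 without untreated replicate 1, 2 and 3, it was 8 without ATP-depleted replicate 1, and it was 8 and 7 without in vitro replicate 1 and 2. The count against ATP-depleted was 13 and 32 without ATP-depleted replicate 1 and 3, and 13 and 12 without in vitro replicate 1 and 2. The named rises against untreated were Ddx17 503 to 753 (0.15 on the log2 scale, adjusted p = 0.0386), Ddx17 639 to 889 (0.14, adjusted p = 0.0126) and Fam13b 173 to 423 (0.11, adjusted p = 0.0386). For Ddx17 639 to 889 the linear mean went the other way, at 8323 ± 118 CPM in vitro and 8418 ± 481 CPM in untreated cells (SD, n = 3 each). The named falls were Rarg 250 to 500 (-0.39, adjusted p = 0.0330), Eed 71 to 321 (-0.31, adjusted p = 0.0126) and Tle4 578 to 828 (-0.25, adjusted p = 0.0174), whose smallest libraries held 458, 478 and 484 counts. Against ATP-depleted cells the named rises were Ddx17 503 to 753 (0.21), Ddx17 639 to 889 (0.18) and R3hdm1 243 to 493 (0.15). The named falls were Rarg (-0.40), Eed (-0.30) and Ptms 144 to 394 (-0.27, smallest library 96 counts), with limma adjusted p between 0.00694 and 0.0167. Each of these calls was lost under at least 1 alternative. Among nucleotides at or above the median, the changes of Ddx17 503 to 753 and 639 to 889 were negative in both comparisons, at -0.12 and -0.26 against untreated.

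The Gini coefficient was higher in vitro. The mean of the sample medians over 161 regions was 0.421 ± 0.0196 in vitro, 0.339 ± 0.0216 in untreated cells and 0.341 ± 0.0161 after ATP depletion (SD, n = 3 each). limma called 132 regions for in vitro against untreated, 129 higher and 3 lower, with a median difference of 0.0923 over all regions. Replicates did not overlap in 121 regions with higher and 3 with lower values, where chance gives 10% for 3 against 3. Against ATP-depleted cells limma called 130, 127 higher and 3 lower. Among alternatives that tested all 161 regions, the most different were A alone against untreated, with 101 calls, and omission of ATP-depleted replicate 2 against ATP-depleted, with 109.

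**Figure D3:**
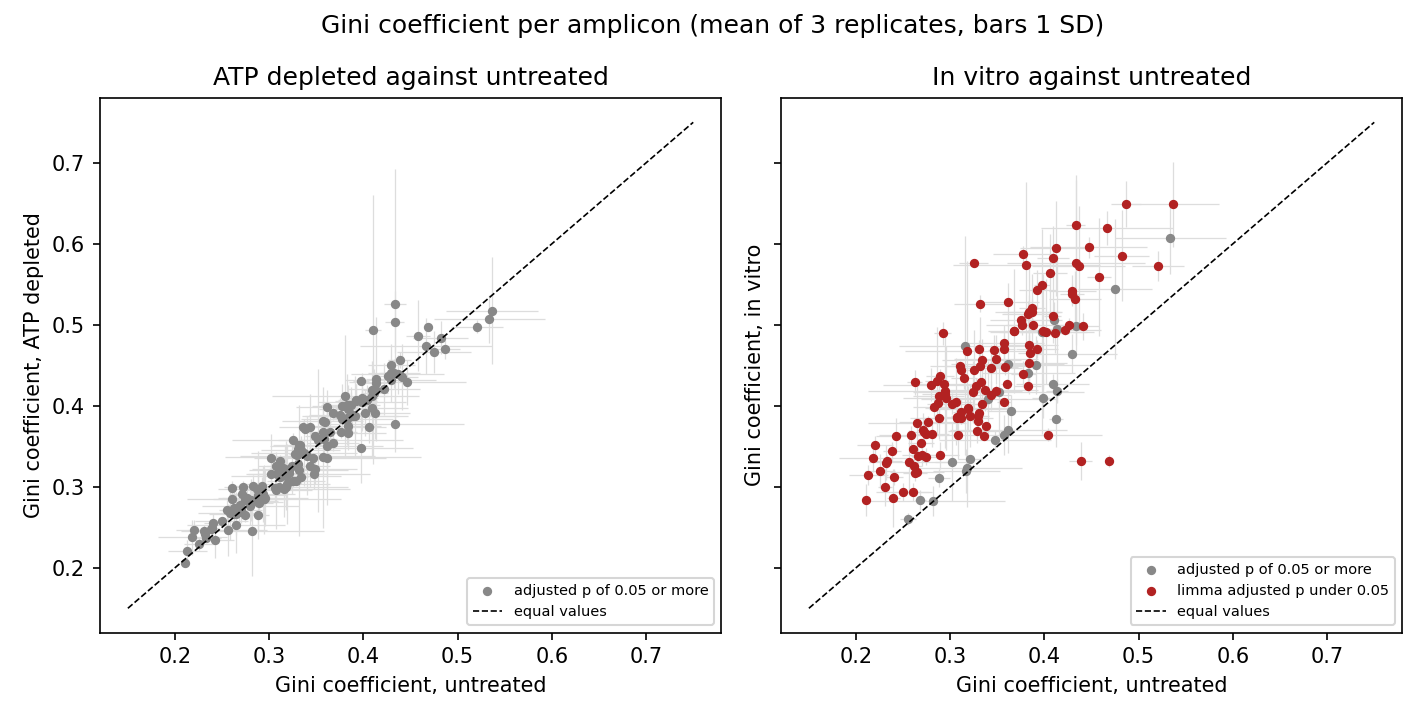
Gini coefficient of A and C reactivity for each of 161 amplicons, in ATP-depleted cells (left) and in vitro (right) on the vertical axis against untreated cells on the horizontal axis; points are means of 3 replicates, bars 1 SD, red points limma adjusted p under 0.05, and the dashed line equal values. Nearly all in vitro values lie above the line, with 129 calls above and 3 below it, while no ATP-depleted region is called.

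The largest Gini rise was in Eif5 116 to 366, at 0.576 ± 0.00340 in vitro against 0.325 ± 0.0153 in untreated cells and 0.357 ± 0.00936 after ATP depletion (SD, n = 3 each; limma adjusted p = 1.59e-06 and 2.30e-06). Brd2 1433 to 1683 rose to 0.587 ± 0.00946 from 0.378 ± 0.0322 in untreated cells (SD, n = 3 each; limma adjusted p = 4.91e-05). Rarg 250 to 500 rose to 0.595 ± 0.0586 from 0.391 ± 0.0320 after ATP depletion (SD, n = 3 each; limma adjusted p = 0.000792). The largest falls were in overlapping amplicons of Ddx17. Ddx17 639 to 889 read 0.332 ± 0.00702 in vitro, 0.468 ± 0.00168 in untreated cells and 0.498 ± 0.00186 after ATP depletion (SD, n = 3 each; limma adjusted p = 5.07e-06 against untreated and 2.30e-06 against ATP-depleted). Ddx17 731 to 981 read 0.331 ± 0.0234, 0.439 ± 0.0123 and 0.457 ± 0.00992 in the same order (SD, n = 3 each; limma adjusted p = 0.000205 and 0.000127). The remaining fall, outside the naming rule and named after its values were seen, was in amplicon 0 to 250 of Tulp4. The named Gini calls remained under each of the 16 or 17 alternatives in which they were tested. The difference in Rarg, whose smallest library held 458 counts, was 0.161 after thinning and 0.103 with T and G included.

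**Figure D4:**
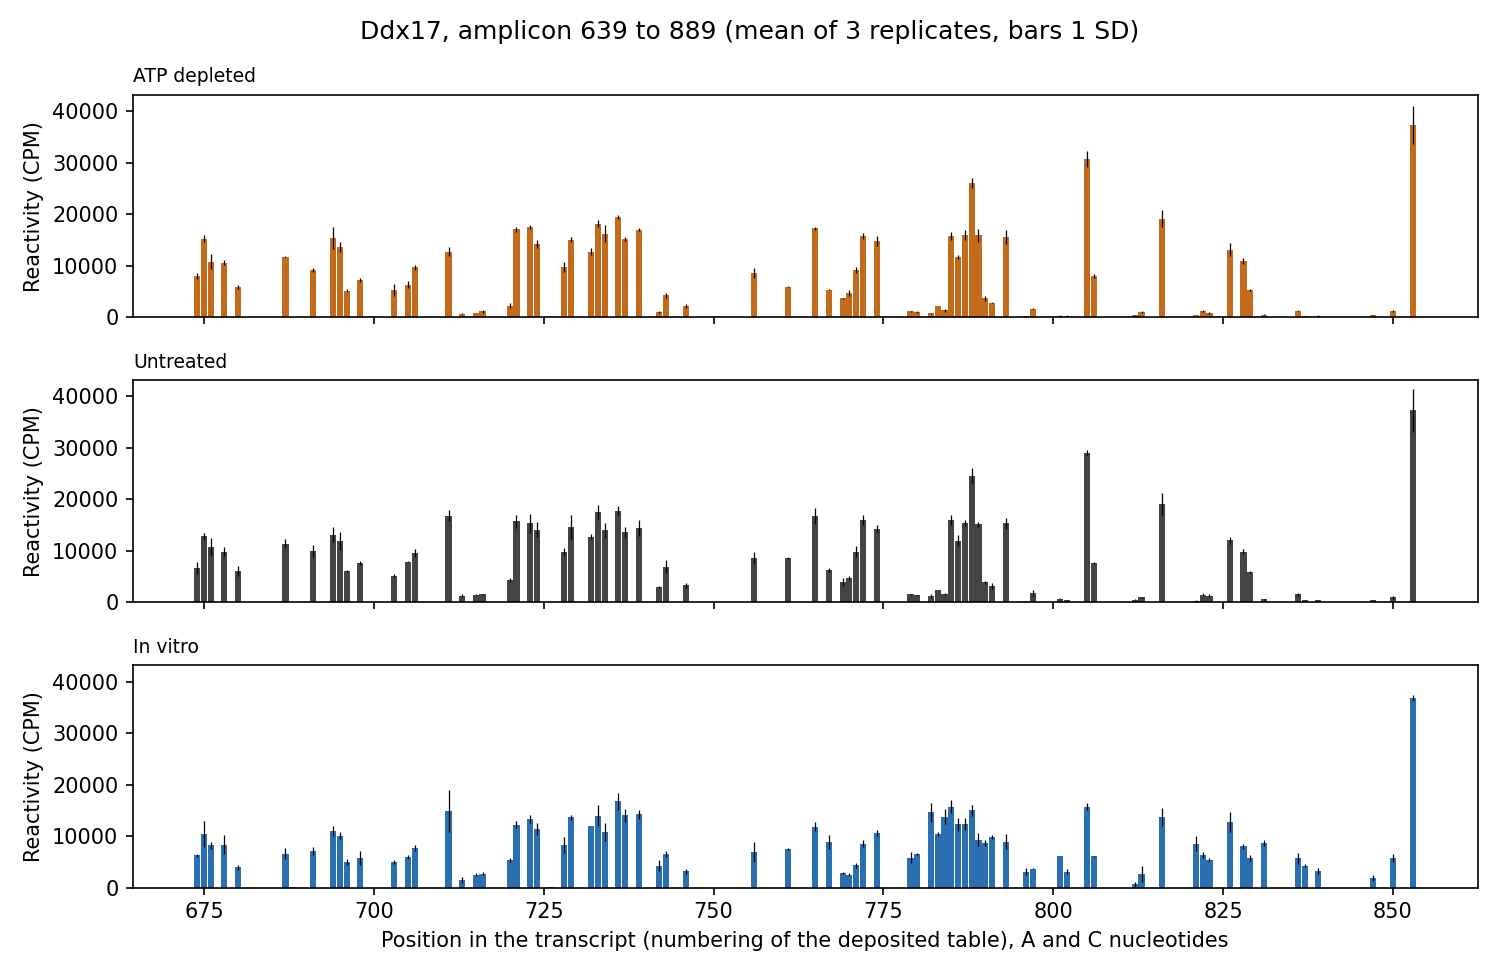
Reactivity in CPM of the A and C nucleotides of Ddx17 639 to 889 by position in the transcript, in ATP-depleted cells, untreated cells and in vitro; bars are means of 3 replicates with 1 SD. C782 reads 780 and 1289 CPM in the in-cell groups and 14587 CPM in vitro.

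The effects of ATP depletion and of refolding, both against untreated cells, correlated at r = 0.282 across 16178 nucleotides. Both share the untreated samples, which alone makes such a correlation positive. In 100 simulations with both groups unchanged r averaged 0.422 (0.387 to 0.449). In 100 with the in vitro differences kept and ATP depletion without effect it averaged 0.227 (0.205 to 0.252). With disjoint untreated samples for the 2 effects the observed r was 0.0210. The simulated range was -0.0222 to 0.0218 for unchanged groups and -0.0191 to 0.0179 for ATP depletion without effect. The in vitro calls already argue against unchanged groups, so only the latter simulation is informative. The observed r lay above its range with shared and with disjoint samples. Readings were drawn as independent although some positions were read in 2 amplicons, so the ranges may be too narrow to settle an effect of ATP depletion.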

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

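The tests reported in this part that were chosen only after the result was seen are the correlation of T changes between amplicons, the thinned count of G and the pseudocount from the G median.

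T (U in RNA) and G nucleotides were left out of the comparisons because DMS marks mainly A and C, and a signal appeared in them. By limma, 302 of 7078 T nucleotides differed between in vitro and untreated samples, 141 higher and 161 lower in vitro, and 369 differed between in vitro and ATP-depleted samples, 120 higher and 249 lower. Among 9682 G nucleotides, 31 differed from untreated, 24 higher and 7 lower, and 35 from ATP-depleted, 25 higher and 10 lower. Between ATP-depleted and untreated cells limma called 0 T and 0 G nucleotides, also after thinning and with the other pseudocounts, with 227 and 279 at an unadjusted p under 0.05.

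For T, depth, a shift of the T share and noise of single amplicons were weighed. With counts thinned to equal depth, 211 T nucleotides differed from untreated. Relative to each amplicon's own mean over T, 732 differed. Across 1133 T positions read in 2 amplicons, which are not independent replicates, the changes correlated at r = 0.607. These values argue against each of the 3 as the whole cause. What stays open is the difference between RNA in cells and refolded RNA, and a difference in the DMS reaction, since the in vitro conditions are not given in the sources used here. The bicine medium of the in-cell reaction may let DMS mark part of the U nucleotides, which was not tested. The share of signal on T was similar in vitro, at 18.4 ± 0.315% against 19.1 ± 2.01% in untreated cells (SD, n = 3 each). An effect of the in-cell medium alone would not account for the T signal in vitro.

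For G, depth and the scale mattered. With counts thinned to equal depth, 16 G nucleotides differed from untreated, 14 higher and 2 lower, and 26 from ATP-depleted, 17 higher and 9 lower. Thinning also lowers the power in the in-cell samples, so the part that depth plays cannot be told apart from a loss of power. With a pseudocount from the G median, 2 G nucleotides differed from untreated and 3 from ATP-depleted, so a real change and an effect of the scale cannot be told apart for most of these G nucleotides. A smaller pseudocount also gives more weight to counting noise, which keeps this open. G nucleotides at an unadjusted limma p under 0.05 did not become fewer with it. They went from 1195 to 1269 of 9682 against untreated, and from 1159 to 1187 against ATP-depleted. This argues against the scale as the cause of these wider counts, and does not settle the called nucleotides. Of the called G nucleotides, 10 were read in a second amplicon, and 100% of them changed in the same direction there, which argues against noise of single amplicons.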

How the results depend on the processing

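The alternatives chosen after the data were seen are the deposited log2 scale with no further pseudocount, the precision weights, thinning to equal depth, the minimum of 5000 counts, inclusion of T and G, and the differences of sample medians by replicate number. The test relating the T share to the level of strong G sites was also chosen after the result was seen.

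For ATP depletion against untreated, limma called 0 nucleotides in 24 of 25 alternatives and 1 with precision weights. It called 0 region means in 21 of 21. It called 0 Gini coefficients in 16 of 17, and 4 with a minimum of 5000 counts. Fewer tests alone do not account for these, since the p values of all regions adjusted over the 115 kept gave 0 calls (lowest 0.0542). Standard errors were smaller under that minimum in 115 of 115 regions, 0.00623 against 0.00717 in Chd2 1 to 251. The Gini counts in vitro stayed within 100 to 144 against untreated and 98 to 138 against ATP-depleted, in 17 of 17 alternatives. Without single replicates they were 105 to 135 and 109 to 132.

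Nucleotide counts in vitro, against untreated and ATP-depleted, were 1244 (945 higher and 299 lower) and 1264 (991 and 273) at or above the median mean, 905 and 862 with A only, and 1748 and 1555 with C only, where fewer nucleotides were tested. With A only, 905 of the 958 A calls against untreated were shared. With only the 6 samples compared, nucleotides at an unadjusted limma p under 0.05 went from 636 to 1024 for ATP depletion against untreated. In vitro, 1332 differed from untreated at that setting. The in vitro fit used fewer samples and also left out the spread of the ATP-depleted replicates, and the 2 parts cannot be told apart. Without single replicates the counts were 1394 to 2487 and 1007 to 2371. Against untreated they were 1394 and 1512 without untreated replicate 2 and 3. Against ATP-depleted they were 1371, 1007 and 1245 without ATP-depleted replicate 1, 2 and 3. Leaving out a replicate also lowers the number of samples. After thinning, 2083 of the 2631 calls against untreated were shared, all in the same direction.

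Region means changed in number and in direction with the setting. Against untreated, where 3 were higher and 11 lower, the balance reversed to 80 higher and 3 lower at or above the median mean (83 in all), 27 and 14 with each sample divided by its median (41), and 40 and 2 with A only (42). It stayed towards lower values with 3 higher and 50 lower for C only (53), 6 and 34 with a pseudocount of 0.1 times the median (40), 3 and 58 on the deposited log2 scale (61), 2 and 6 with only the 6 samples (8), 1 and 5 after thinning (6), 3 and 6 with a minimum of 5000 counts (9), and 2 and 4 with T and G (6). A pseudocount of 1 times the median gave 3 and 2 (5). Calls shared with the principal test numbered 6 at or above the median mean, 2 of them in the same direction, and 7 with A only, 4 of them in the same direction. Against ATP-depleted, where 12 were higher and 9 lower, it was 28 and 6 with a pseudocount of 1 times the median (34), 99 and 4 at or above the median mean (103), 29 and 12 with each sample divided by its median (41), and 64 and 4 with A only (68). The balance reversed to 8 higher and 32 lower with C only (40), 6 and 36 on the deposited log2 scale (42), and 9 and 19 with a pseudocount of 0.1 times the median (28), and was 3 and 3 with T and G (6). The balance also tipped towards lower values without ATP-depleted replicate 2, with 7 higher and 10 lower (17). The cause was not tested. Without single replicates the counts were 0 to 16 and 12 to 32. Against untreated they were 0, 9 and 2 without untreated replicate 1, 2 and 3, 8 without ATP-depleted replicate 1, and 8 and 7 without in vitro replicate 1 and 2. Without untreated replicate 1, limma left 26 regions at an unadjusted p under 0.05. Against ATP-depleted they were 13 and 32 without ATP-depleted replicate 1 and 3, and 13 and 12 without in vitro replicate 1 and 2. At or above the median mean, Ddx17 503 to 753 changed by -0.12 and -0.0546 on the log2 scale, and Ddx17 639 to 889 by -0.26 and -0.28, against untreated and ATP-depleted. That filter leaves out weak nucleotides, and those rose in vitro in these amplicons.

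The named nucleotides and Gini coefficients, 8 of each, kept their calls in every alternative in which they were tested, with adjusted p up to 0.0395 and 0.00424. A change of amplicon is not among these alternatives. Omission of the amplicon ends did not test Mapk6 C219, Tle4 C603 or Kdm2a C399. The minimum of 5000 counts tested only Ddx17 C782 among the named nucleotides. Of the 8 named nucleotide results, 5 were read in another amplicon, 3 in the same direction and 2, both Tle4 C603, in the opposite one. The Gini difference of Rarg fell from 0.203 to 0.103 with T and G, and it was not tested at the minimum of 5000 counts. The 12 named region means were each lost in at least 1.

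Sample medians in vitro minus untreated, -137 CPM, were 670 CPM with the mean, 708 CPM with A only and -714 CPM with C only. Without single replicates they were -207 to -44.8 CPM, and moved by over 1.5 times without untreated replicate 2 (-207) and 3 (-44.8) and in vitro replicate 2 (-90.5). In vitro minus ATP-depleted, 47.3 CPM, was 840 CPM with the mean, 851 CPM with A only and -486 CPM with C only. Without ATP-depleted replicate 1, 2 and 3 it was 28.7, -34.9 and 148 CPM, and without in vitro replicate 1, 2 and 3 it was 17.7, 93.3 and 30.9 CPM. ATP-depleted minus untreated, -184 CPM, was -229 CPM with C only and -142 CPM with A only. Without single replicates it was -285 to -92.1 CPM, and moved by over 1.5 times without ATP-depleted replicate 2 (-102) and 3 (-285) and untreated replicate 3 (-92.1). The ratio of A and C to G and U was 2.79 with means. The correlation of effects was 0.0210 with disjoint untreated samples, which removes the shared controls, and 0.244 to 0.379 without single replicates. The shifts with the mean depend on the scaling factors of the libraries and cannot be read as more signal on A and C. The cause of the other shifts was not tested.

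With a replicate block, limma called 0, 2189 and 1995 nucleotides, 0, 18 and 27 region means, and 0, 133 and 131 Gini coefficients in the 3 comparisons. Deviations of same-numbered ATP-depleted and untreated samples correlated at 0.0309 to 0.1 across A and C nucleotides, and those of differently numbered samples at -0.0537 to 0.000822. No pair exceeded 0.1 (unrounded), the level used to treat samples as paired, so the tests without a block were kept. All same-numbered in-cell values nonetheless lay above those of different numbers. At T nucleotides the lowest same-numbered correlation was 0.0522 and the highest of different numbers was -0.0138, so a weak batch shared by number may exist in the cells. The sample medians, the T share and the level of strong G sites each ranked the replicates alike in both in-cell groups. Same-numbered differences in the median, ATP-depleted minus untreated, were all negative, with a mean of -184 ± 21.5 CPM (SD, n = 3), and an exact sign-flip test gave p = 0.25 (adjusted 0.375), the smallest that 3 pairs allow. For in vitro minus untreated it gave -137 ± 133 CPM (exact p = 0.25, adjusted 0.375), and for in vitro minus ATP-depleted 47.3 ± 147 CPM (exact p = 0.75). A shift of the median after ATP depletion is thus neither shown nor excluded. The share of signal on T correlated with the level of strong G sites at r = 0.619 over 9 samples (exact permutation p = 0.0736, adjusted 0.147; rho = 0.383, p = 0.312). Without ATP-depleted and untreated replicate 2 it was -0.404, so it rests on those samples.

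Depth limits the weak amplicons. In vitro libraries under 5000 counts numbered 29, 35 and 19 of 161, and the smallest library held 96 counts.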

Other observations

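The tests in this part chosen only after the result was seen are the Gini tests on depth, replicate noise and bases, and those on strong G sites.

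Other splits of the samples were counted. For in vitro against untreated and against ATP-depleted, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many nucleotides, region means or Gini coefficients, and the other splits gave 0 calls. For ATP depletion against untreated, 10 of the 10 splits gave as many, since the real count was 0. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

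The higher Gini coefficient in vitro was set against technical explanations. After thinning to equal counts the median difference from untreated was 0.0892, which argues against lower depth. Replicates were noisier in vitro, with a median SD of 0.294 against 0.200 on the log2 scale. In the 22 regions where they were not, 100% still had the higher value in vitro, by a median of 0.0554, less than the 0.0923 over all regions, so noise may add to its size but is unlikely to be the whole cause. After subtraction of each sample's median G signal the difference was 0.0908, against a constant background of that size. Within A alone it was 0.0718 and within C alone 0.102, which argues against a shift of signal from C to A. A candidate explanation left is that refolded RNA holds more uniform structures than RNA in cells. It remains a hypothesis, because the DMS reaction in vitro may have differed.

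Ddx17 639 to 889 and 731 to 981 went the other way. Without the 3 strongest nucleotides of each amplicon the smaller difference was -0.109, so a few dominant nucleotides are not the whole cause. Over 44 A and C nucleotides shared by the amplicons the changes correlated at r = 0.968, which argues against an artefact of 1 amplicon. A structure that depends on the cell may be the cause, and no further test was made.

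After ATP depletion, 4 amplicons had a higher Gini coefficient by limma when only the 115 with at least 5000 counts in every sample were tested. Those given here were chosen after their values were seen. The differences were 0.0380 in Chd2 1 to 251, 0.0335 in Chd2 31 to 281 and 0.0296 in Ddx17 639 to 889, with limma adjusted p of 0.0243, 0.0243 and 0.0496. Over all 161 amplicons the adjusted p was 0.0758 for both Chd2 amplicons and 0.160 for Ddx17. No biological explanation was tested.

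In 7 readings of G at 6 positions, 1 of them read in 2 amplicons, the median signal stood above that of every other G, the next being 15.37 on the deposited log2 scale and the median of all G 9.66. The dividing level was set after the values were seen. The sites lay in Nfe2l1, D830031N03Rik, Smad6, Ube4b, Stox2 and transcript NM177047. Of the 6 readings other than Smad6, 100% were highest in replicate 2 of both in-cell groups, against 23% of the 100 strongest A and C nucleotides. This common profile is consistent with a difference of the cell line from the reference, which would be read in every molecule. DMS reactivity of an exposed G cannot be told apart from it by this test, since G and A or C need not respond alike.

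The Smad6 G at position 205 had 0 counts in in vitro replicate 2 and 3129 to 5568 in the other 8 samples. Among the other 72 G nucleotides of that library 1.39% were at 0, so a template with the reference base is unlikely to give 0 there. Across the data, 3 nucleotides were at 0 in 1 library where the lowest other sample predicts at least 100 counts, the others being Rnf10 C246 in untreated replicate 3 and Srgap2 C226 in in vitro replicate 1. Removal of sites by the authors' caller or a filter may be the cause, but 3 cases are too few to tell. No biological explanation was tested.

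In 7 amplicon libraries the profile correlated with its replicates at under 0.7 while the others correlated with each other at over 0.85. Among them were Ptprg 463 to 713 in ATP-depleted replicate 3, Azin1 213 to 463 in in vitro replicate 1, Nfe2l1 407 to 657 in untreated replicate 3, and Jmjd1c 557 to 807 and Mapk6 3 to 253 in untreated replicate 1. With the other replicates thinned to the library's count the smallest gap in r was 0.198, so low counts alone are unlikely to be the cause. No biological explanation was tested.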
